A study of Homo sapiens with 6 samples. Its data were reported in "Hsa_Circ_0098181 Suppresses Hepatocellular Carcinoma by Sponging miR-18a-3p and Targeting PPARA" (2022).

How the data were processed

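RNA sequencing of total RNA from Huh7 cells, a human hepatoma cell line, was analysed for 6 libraries. 3 were transfected with the hsa_circ_0098181 overexpression plasmid and 3 with the control plasmid, and groups and replicate numbers were taken from the sample titles. The authors deposited 1 table with a whole-number read count and an FPKM value per gene and library. The counts were not normalized. The aligner, the counting tool, the handling of strand, the genome build and the annotation release were not stated in the labels or the methods. Of the gene IDs, 98.4% were found in GENCODE 29 (GRCh38), and 94.8% of those had the same chromosome, start and end there, so the coordinates were read as GRCh38. The release was not identical, since SOX5 ends at 23951032 in the table and at 24562544 in GENCODE 29.

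The deposited FPKM values were checked against the counts. In 11120 genes, FPKM equalled the count divided by the library's total gene count and by 1 length per gene. For 86.7% of these genes that length was the sum of all distinct exons, with overlapping exons counted repeatedly. It was a median of 1.55 times the merged exon length, and for GAPDH it was 6912 against 2981 bases. FPKM values therefore understate genes with many annotated exons. The same length was used in every library, so ratios of FPKM between libraries are not affected. A filter at 1 FPKM and fold changes on log2(FPKM + 1) depend on the FPKM level and are affected. How reads that match several genes were counted is not stated. EEF1A1P5, a processed pseudogene of EEF1A1, held 689262 counts over the 6 libraries against 186683 for EEF1A1, so counts of genes with near-identical copies are uncertain, as are those of overlapping genes.

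Library totals ran from 11130902 to 14138262 counts. Within groups, chi-square tests of library pairs over genes gave 11.0 to 22.9 per degree of freedom, so no library was a copy of another in its group. Counting error alone is covered by the floor of 3 counts, since reads without molecular identifiers are not independent molecules.

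The main test was edgeR 4.0.16 in R 4.3.3: filterByExpr with a minimum count of 10, TMM normalization, glmQLFit and glmQLFTest with the group as the only term, two-sided, with Benjamini-Hochberg adjustment over the 15055 genes tested. The biological coefficient of variation was 16.1%. CPM values used the TMM library sizes. Standard errors of log2 fold changes were derived from the F statistic. Exact permutation tests of 3 against 3 values used log2(CPM + 0.5) for genes. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) on log2 CPM, with fry and with camera at an estimated correlation beside it, adjusted over the 5 lists. All listed symbols were matched to the table by symbol or older symbol through the gene ID. Sites for miR-18a-3p were searched in GENCODE 29 3′ UTRs, and the percentile among permuted heptamers describes these libraries only.

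The named genes were SOX5, PPARA, MKI67, MIR17HG and AGO2, then up to 5 genes with the largest positive and 5 with the largest negative log2 fold change among genes with a symbol that passed an adjusted p of 0.05, did not overlap between groups and had a mean of at least 1 CPM. This rule, the 5 lists, the tests and most alternatives were fixed before the data were examined. The alternatives fixed in advance were RLE and upper-quartile normalization, DESeq2 1.42.0 without fold change shrinkage, no filter beyond 1 count in total, a mean of at least 50 counts, limma with trend on log2(FPKM + 1) for genes with at least 1 FPKM in at least 3 libraries, a replicate block, and leaving out each library. Added after the data were seen were a fit on protein-coding genes by GENCODE 29 type, a correction of each library's trend with transcript length and GC content by splines with 5 degrees of freedom, summed counts of overlapping genes, gene families or genes with shared sequence, 2 heat shock lists and counts of genes that jump between replicates. Genes counted as sharing sequence where their GENCODE 29 transcripts had at least 50 identical stretches of 31 bases on either strand, leaving out stretches found in more than 20 genes and genes that overlap each other. The 6 libraries were also divided in all 10 ways into groups of 3. The values of 1 gene that passed the naming rule and of 1 list member are not reported here, though both are kept in the numbers of genes.

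The tests across genes and lists were run on simulated data. Negative binomial counts were drawn for the 15055 genes with the means, library sizes and dispersions of these libraries, and 200 genes were changed. edgeR recovered 62% of 100 genes changed 2-fold and 89% of 100 genes changed 4-fold, and called 15 of 14855 unchanged genes. These 15 were among 166 calls in total, a larger share than the adjusted p threshold of 0.05 is meant to allow. DESeq2 called 38 of the 14855, edgeR with RLE normalization 14 and with upper-quartile normalization 13. Limma on log2(FPKM + 1) recovered 95.6% of 90 genes changed 4-fold and called 10 of 12805 unchanged genes. Over 5 draws without any change edgeR called at most 3 genes. A list of 30 genes lowered by 0.25 had a fitted median of -0.25, with a p of 1e-09 by camera, 0.0061 by fry and 0.00578 by camera with the correlation estimated. A list left unchanged had 0.0954, 0.267 and 0.222. The replicate block, the exact permutation tests and the summed counts were not run on simulated data. A length trend planted in 1 library was reduced from a Spearman correlation of 0.803 to 0.008 over 11912 genes.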

Results

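Gene expression in Huh7 cells was measured by RNA sequencing of total RNA. Huh7 is an established human hepatoma cell line. hsa_circ_0098181 is a circular RNA, a closed loop made by joining exons of its host gene SOX5 back to front. 3 libraries came from cells transfected with a plasmid that overexpresses hsa_circ_0098181, and 3 came from cells that received the control plasmid. The table listed 50868 genes, of which 23782 had 0 counts in all 6 libraries. Total gene counts were 14138262, 13855167 and 12261725 in overexpression replicates 1 to 3. They were 11130902, 11737892 and 12211132 in control replicates 1 to 3. Mitochondrial genes held 6.32% to 7.04% of the counts with overexpression, and 9.29%, 6.71% and 6.94% in control replicates 1, 2 and 3. Correlations of log2 CPM across genes between libraries ran from 0.975 to 0.984 within groups and from 0.972 to 0.984 between groups, and these ranges overlapped. Genes are not independent replicates in these correlations.

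SOX5 was examined first, because reads of the delivered circle can be counted to its host gene and so check the labels. SOX5 (ENSG00000134532) lies on chromosome 12 at 23529500 to 23951032 on the minus strand (GRCh38). Its expression was 2104 ± 258 CPM (SD, n = 3) with overexpression and 35.8 ± 5.41 CPM (SD, n = 3) with the control plasmid. The counts were 26907, 33577 and 24906 against 453, 404 and 380. The log2 fold change was 5.88 with a standard error of 0.16, and the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 2.6e-06. Gene counts cannot part circular from linear SOX5 transcripts, or reads that derive from the plasmid from those of the cells' own gene. Among all alternatives, limma on log2(FPKM + 1) moved the value most, to 5.32.

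**Figure D1:**
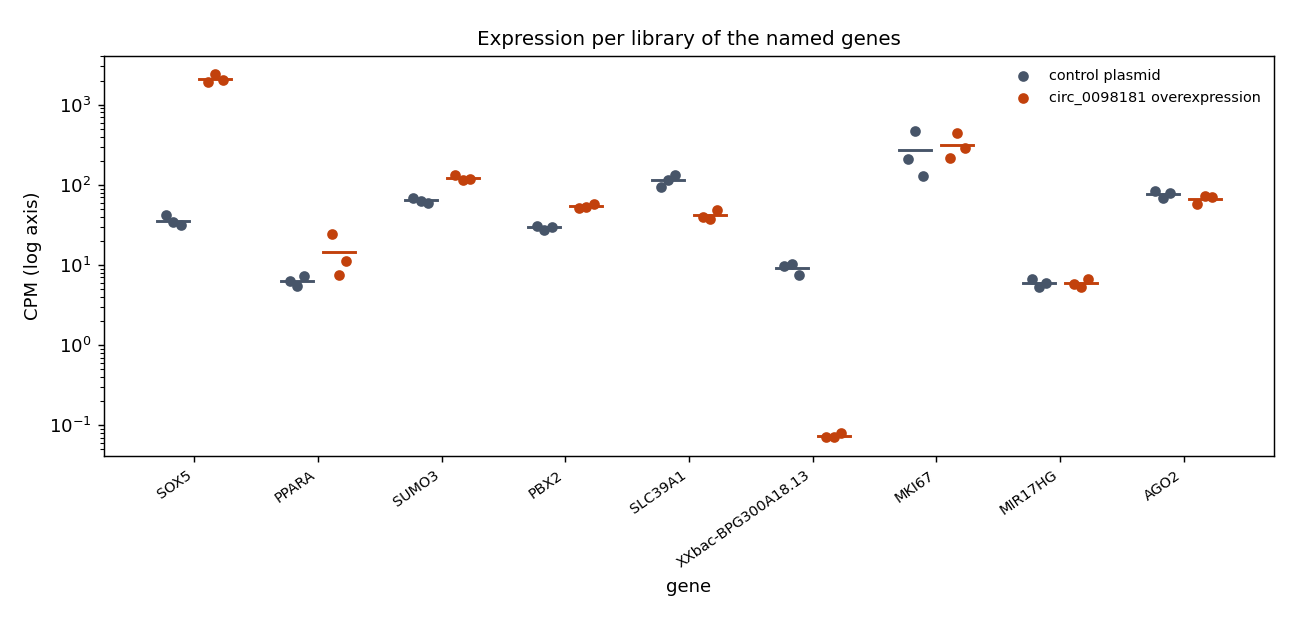
CPM on a log axis for each library and each named gene, with points for the 6 libraries and a bar for each group's mean (slate, control plasmid; orange, overexpression). SOX5 separated the groups most widely among the genes that rose, and overexpression replicate 1 stood above the other libraries for PPARA at 24.2 CPM.

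PPARA encodes a nuclear receptor of fatty acid metabolism, and the study named it as the gene raised by the circle. The study drew on mRNA sequencing of Huh7 cells with overexpression, besides target prediction, when it selected PPARA. The tests of PPARA in these libraries are therefore not independent of that choice. PPARA (ENSG00000186951) lies on chromosome 22 at 46150521 to 46243756 on the plus strand. Its expression was 24.2, 7.42 and 11.4 CPM in overexpression replicates 1 to 3, and 6.37, 5.45 and 7.32 CPM in control replicates 1 to 3. The means were 14.3 ± 8.78 CPM (SD, n = 3) and 6.38 ± 0.937 CPM (SD, n = 3). The log2 fold change was 1.17 with a standard error of 0.40. The unadjusted p of edgeR's quasi-likelihood test was 0.018 and the adjusted p was 0.797, so the difference did not pass the correction over 15055 genes. An exact two-sided permutation test of the 3 against 3 log2 CPM values gave p = 0.1, the smallest this design allows. All 3 overexpression values lay above all 3 control values. Without overexpression replicate 1 the log2 fold change was 0.56, and over the 6 fits that each left out one library it ran from 0.56 to 1.48 with adjusted p from 0.669 to 0.979.

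Over all genes, edgeR's quasi-likelihood test found 4 genes higher and 2 lower with overexpression at an adjusted p under 0.05. 4 of these 6 changed at least 2-fold. At an unadjusted p under 0.05 there were 828 genes, and 80 of them changed at least 2-fold. Uniform p-values would give 753 genes among 15055 tests. Other divisions of the 6 libraries into groups of 3 gave 422 to 646 genes, so 753 may not be what chance gives here. The 3 values of each group did not overlap for 12.9% of genes, where chance gives 10%. The number of calls moved most with the test: DESeq2 called 8 genes higher and 19 lower, and 6 of these 27 were the same genes. Without overexpression replicate 2 there were 7 genes higher and 9 lower, and without control replicate 3 there were 1 higher and 3 lower.

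Besides SOX5, genes called higher included SUMO3 and PBX2. SUMO3 (ENSG00000184900, chromosome 21 at 44805617 to 44818779) rose from 63.9 ± 4.94 to 122 ± 10.1 CPM (SD, n = 3 each), with a log2 fold change of 0.93, a standard error of 0.10 and an edgeR adjusted p of 0.0395. PBX2 (ENSG00000204304, chromosome 6 at 32184741 to 32190186) rose from 29.5 ± 1.72 to 54.0 ± 3.18 CPM (SD, n = 3 each), with a log2 fold change of 0.87, a standard error of 0.10 and an edgeR adjusted p of 0.0483.

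The genes called lower were XXbac-BPG300A18.13 and SLC39A1. XXbac-BPG300A18.13 (ENSG00000273333, chromosome 6 at 32184733 to 32185882) is annotated as a noncoding transcript that overlaps the 3′ end of PBX2 on the same strand. Its counts were 1, 1 and 1 with overexpression and 106, 122 and 90 with the control plasmid. All 3 overexpression libraries lay under a floor of 3 counts, so it was at least 37.6-fold lower (edgeR adjusted p 0.000208). SLC39A1 (ENSG00000143570, chromosome 1 at 153959099 to 153968184), a zinc transporter gene, fell from 114 ± 18.9 to 41.9 ± 5.75 CPM (SD, n = 3 each), with a log2 fold change of -1.45, a standard error of 0.15 and an edgeR adjusted p of 0.0395. SOX5 and XXbac-BPG300A18.13 passed the threshold in every fit that left out one library. SUMO3 and PBX2 passed in none of these 6 fits, with adjusted p from 0.0554 to 0.185 and from 0.0589 to 0.185. SLC39A1 failed in 4, with adjusted p from 0.0197 to 0.191.

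**Figure D2:**
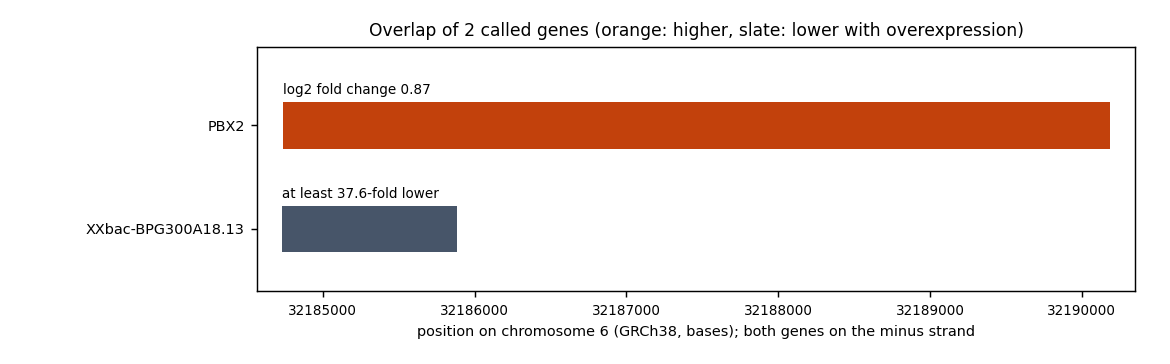
Gene spans on chromosome 6 (GRCh38 position in bases), with an orange bar for PBX2, higher with overexpression, and a slate bar for XXbac-BPG300A18.13, lower. The 2 genes cover the same bases at the 3′ end of PBX2 and changed in opposite directions.

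3 further genes were named before the data were examined because the study's assays concern them. MKI67 encodes Ki-67, a marker of proliferation. Its expression was 315 ± 116 CPM with overexpression and 273 ± 182 CPM with the control plasmid (SD, n = 3 each), a log2 fold change of 0.21 with a standard error of 0.44 (edgeR adjusted p 0.926). The control libraries alone ranged from 129 to 477 CPM, so no difference was detectable. Without overexpression replicate 2 the log2 fold change was -0.12, without control replicate 3 it was -0.13, and without control replicate 2 it was 0.89. MIR17HG, the host transcript of miR-18a, changed by -0.026 on the log2 scale with a standard error of 0.18 (edgeR adjusted p 0.982), and its direction turned without overexpression replicate 2 (0.047) or control replicate 1 (0.064). AGO2, which encodes a protein that binds microRNAs, changed by -0.21 with a standard error of 0.12 (edgeR adjusted p 0.797). The AGO2 value was -0.11 without overexpression replicate 1 and -0.034 after a correction of each library's trend with transcript length and GC content.

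5 gene lists, also fixed before the data were examined, were tested for a common shift. They cover target genes of PPARA, whose expression the study measured, then proliferation, apoptosis and invasion, which it assayed, and innate sensing. No member of any list passed an adjusted p under 0.05, either over all genes or adjusted over the list alone. For PPARA target genes, 37 of 43 listed genes were tested, and the median log2 fold change was 0.072, with 22 genes higher and 15 lower. Camera gave an adjusted p of 0.325 over the 5 lists, and 2 members had an unadjusted p under 0.05. For 33 proliferation genes the median was 0.058, with 21 higher and 12 lower, a camera adjusted p of 0.2, and 2 members at an unadjusted p under 0.05. For 26 tested pro-apoptosis genes of 28 listed, the median was 0.045, with 17 higher and 9 lower, a camera adjusted p of 0.291, and 1 member at an unadjusted p under 0.05. Both groups received a plasmid, so the interferon response list could check only for innate sensing that differs between the plasmids. For its 25 tested genes of 44 listed, the median was -0.015, with 11 higher and 14 lower. Camera gave an adjusted p of 0.944, and 0 members had an unadjusted p under 0.05. Camera with the control plasmid replicate 2 left out brought the PPARA target list under 0.05 (median 0.082), and without control replicate 1 the same happened for the proliferation list (median 0.055). Single libraries moved the medians widely. Without control replicate 1 the PPARA target list was at 0.019 and the pro-apoptosis list at 0.0016. Without control replicate 3 the proliferation list was at 0.021 and the pro-apoptosis list at 0.094. Without overexpression replicate 1 the interferon response list was at 0.020.

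For the invasion list, 23 of 34 listed genes were tested. The median log2 fold change was -0.22, with 3 genes higher and 20 lower, and 4 members had an unadjusted p under 0.05. Camera with a preset correlation of 0.01 gave an adjusted p of 0.000202. This call was not kept by the fry rotation test (adjusted p 0.242) or by camera with the correlation estimated from the data (adjusted p 0.295). The mean deviation of the list from its average over the libraries was -0.055, -0.059 and -0.23 on the log2 scale in overexpression replicates 1 to 3, and 0.12, -0.058 and 0.27 in control replicates 1 to 3, so control replicate 2 lay among the overexpression libraries. An exact two-sided permutation test of these values gave p = 0.2. Without control replicate 3 the median was -0.12. Of the list's members, VIM (log2 fold change -0.63), ITGB1 (-0.25) and FN1 (-0.29) were chosen for naming after their values were seen.

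**Figure D3:**
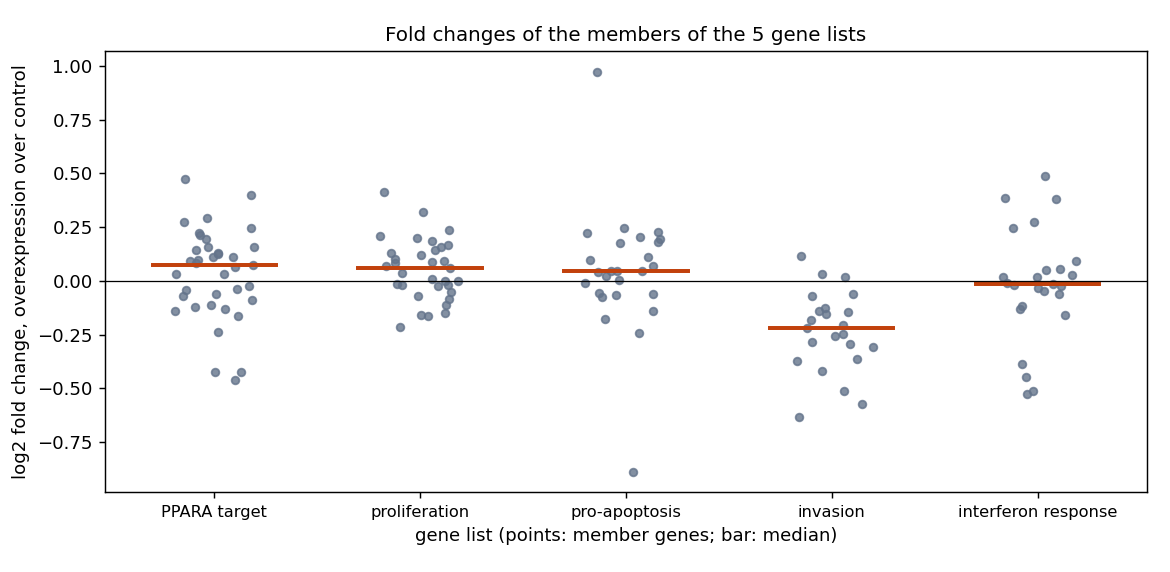
Log2 fold change of overexpression over control (vertical axis) for each tested member of the 5 gene lists, with a bar at each list's median. The invasion list had a median of -0.22, and the medians of the other lists lay between -0.015 and 0.072.

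The last comparison asked whether genes with a site for miR-18a-3p rose, as the sponging of this microRNA by the circle would predict. A site was a match to the heptamer AGGGCAG, the complement of the microRNA's seed, in the 3′ UTR of a gene's longest coding transcript. PPARA had 2 such sites in the 3′ UTR of its transcript ENST00000407236.5, at 46239248 to 46239254 and 46239426 to 46239432 on chromosome 22 (GRCh38). The 2378 tested genes with a site had a median log2 fold change that differed by -0.030 from that of the 10124 without one. Among 104 control heptamers with the same bases the differences ran from -0.065 to 0.025 with an SD of 0.012, and 14 of them lay lower, which puts the site heptamer at percentile 13.5. Limma's camera test over all genes with a site gave a p of 0.134, and its fry rotation test a p of 0.288. Genes with a site had longer 3′ UTRs, with a median of 2664 against 1084 bases. Restricted to 3′ UTRs of 500 to 3000 bases the difference was 0.0036, and without overexpression replicate 1 it was -0.010. The length and GC correction was not applied to this comparison, so a trend with length cannot be set aside as the source of the difference.

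**Figure D4:**
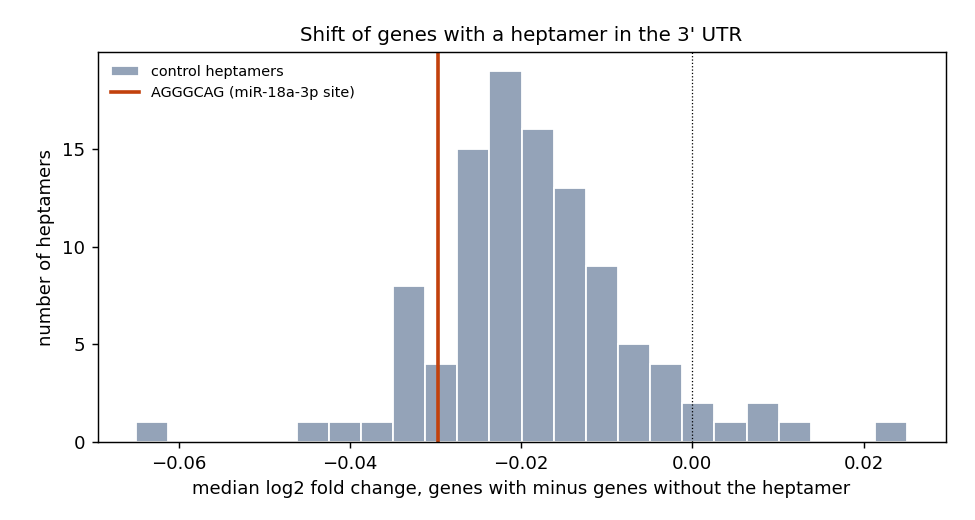
Number of control heptamers (vertical axis) by the median log2 fold change of genes with minus genes without the heptamer in the 3′ UTR (horizontal axis). The line marks the miR-18a-3p heptamer at -0.030, inside the range of the 104 control heptamers.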

Values the study reported

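The study predicted 2 binding sites for miR-18a-3p in PPARA and 1 in hsa_circ_0098181. In xenograft tissue it gave p < 0.05 for the rise of PPARA transcripts with overexpression. It also reported a rise of PPARA transcripts by RT-qPCR in Huh7 cells and in another hepatoma cell line. PPARA protein was reported as higher in xenograft tissue by Western blot and staining. In a rescue experiment, a miR-18a-3p mimic was reported to weaken the rise of PPARA RNA and protein. It selected the circle among 4 candidates with a length near 500 nt.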

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

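SOX5 kept its direction and its side of the threshold under all alternatives, with log2 fold changes from 5.32 to 5.96 and from 5.77 to 6.003 when one library was left out. PPARA stayed higher and not past the threshold under all alternatives that gave a value, from 1.02 to 1.33, and from 0.56 to 1.48 when one library was left out. It had no value under limma on FPKM, where it did not reach 1 FPKM in 3 libraries.

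The counts of called genes moved with the processing. DESeq2 called 8 higher and 19 lower, 10 of them at least 2-fold. All 6 genes of edgeR were among its 27 calls. On simulated data DESeq2 also called more unchanged genes than edgeR. With protein-coding genes alone, an alternative chosen after the data were seen, 1 gene was higher and 0 lower, with 1 at least 2-fold and 710 genes at an unadjusted p under 0.05. XXbac-BPG300A18.13 is not among those genes, and the adjusted p of the 4 calls lost besides it was 0.0503, just above the threshold. With the length and GC correction, also chosen after the data were seen, 1 gene was higher and 1 lower, both at least 2-fold, which makes 2. Across the 6 fits that each left out one library, 1 to 7 genes were higher, 2 to 9 lower and 4 to 15 at least 2-fold. Leaving out overexpression replicate 2 gave the most, 7 higher and 9 lower, and 3 of its 16 calls were among the 6 genes of the full data. Beyond the construction of these fits, the cause was not tested.

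With a replicate block, 2 genes were higher and 2 lower, and SUMO3 and PBX2 did not pass the threshold (adjusted p 0.151 and 0.372, within ranges of 6.8e-10 to 0.185 and 3.65e-07 to 0.372 over all alternatives). Same-numbered libraries did not deviate together: the correlations of their deviations from the group means were -0.029, -0.012 and -0.031 across genes. The numbers therefore do not pair the libraries.

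The invasion list no longer passed under fry or under camera with an estimated correlation, tests that do not refit its median of -0.22. Its median was -0.14 under limma on FPKM and -0.19 with a replicate block. It ran from -0.28 to -0.12 when one library was left out. The interferon response list turned to 0.0189 under limma on FPKM and ran from -0.041 to 0.0203 when one library was left out. The PPARA target list ran from 0.0192 to 0.0818 and the proliferation list from 0.0206 to 0.0881 in those fits, each passing the threshold in 1 of them, without control replicate 2 and without control replicate 1. The pro-apoptosis list ran from 0.0016 without control replicate 1 to 0.0936 without control replicate 3, and did not pass the threshold in any fit. The miR-18a-3p difference was 0.0036 in 3′ UTRs of 500 to 3000 bases and ran from -0.040 to -0.010 when one library was left out, the value nearest to 0 being that without overexpression replicate 1. Leaving out one library moved MKI67 between -0.13 and 0.89, AGO2 between -0.28 and -0.11, MIR17HG between -0.11 and 0.0642 and the second heat shock list between -0.0308 and 0.0725. That list was 0.0161 under limma on FPKM. Among the genes and lists named by rule or after the data were seen, 34 of 129 values changed: 26 weaker and 8 reversed.

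The alternatives for a table without counts (another pseudocount, no filter on values, quantile normalization) did not apply and were not run. The table gives no gene type, so the protein-coding alternative was run with another annotation as stated.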

Other observations

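The tests of overlapping genes, paralogs, MKI67 and single libraries in this part were chosen only after the result was seen. For the invasion list the fits without one library had been fixed in advance, and only their use as a test here came later. The tests of other splits, of the length and GC trend, of transcripts and of the second heat shock list were written before their results were seen.

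The number of called genes was set against all 10 splits of the 6 libraries into groups of 3. 3 of the 10 splits gave as many genes past the adjusted p of 0.05, the real one included, and 3 of the 10 gave as many that also changed at least 2-fold. The other 9 splits gave from 0 to 8 calls and from 422 to 646 genes at an unadjusted p under 0.05, against 828 for the real split. Because a split that mixes the groups spreads SOX5 over both, its calls are other genes. For the lists, the number of splits with a median as far from 0 was 1 of 10 for PPARA targets, 1 of 10 for proliferation, 7 of 10 for pro-apoptosis, 2 of 10 for invasion and 8 of 10 for interferon response, and for the miR-18a-3p difference it was 1 of 10. With 10 splits the share cannot fall under 0.1. In the other 9 splits camera with the preset correlation gave an unadjusted p under 0.05 in 10 of 45 tests of these lists, a share of calls above the 0.05 that the threshold allows. Each of these splits keeps part of any difference between the groups, so this share is not a pure error rate.

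PBX2 and XXbac-BPG300A18.13 overlap and changed in opposite directions. For PBX2 the sum with XXbac-BPG300A18.13 still rose by 0.48 with a standard error of 0.10, which argues against movement of reads between this pair as the whole cause of the rise. The sum did not pass the correction over all genes (edgeR adjusted p 0.644). The fall of XXbac-BPG300A18.13 itself cannot be told apart from such movement, since the sum was 54.0 CPM with overexpression against 38.7 CPM with the control plasmid. SLC39A1 still fell when summed with all genes that overlap it (-1.27, edgeR adjusted p 0.0483). SUMO3, summed with the other SUMO genes and pseudogenes, still rose (0.33, standard error 0.081), but this sum did not pass the correction either (edgeR adjusted p 0.796). A response to the circle stays open for SLC39A1 and SUMO3, neither of which kept an adjusted p under 0.05 in all fits without one library.

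MKI67 differed 3.69-fold between the highest and the lowest control library. The other 32 proliferation genes differed by a median of 1.18-fold between control libraries and by at most 2.01-fold (FOXM1), which argues against cultures that differ in proliferation. Of 10468 genes with a mean of at least 100 counts, 566 (5.41%) differed at least 2-fold between replicates of a group. If the assignment of reads among a gene's transcripts were the cause of such jumps, genes with 1 annotated transcript would jump rarely. Of these 780 genes 4.1% jumped (95% exact Clopper-Pearson interval 2.82% to 5.74%), against 5.96% of depth-matched genes with more transcripts. This argues against it as the whole cause. What causes the jumps stays open, and no biological explanation was tested. PPARA differed 3.26-fold between overexpression replicates.

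Genes of the heat shock response were lower with overexpression, which was noticed in the data. HSPA6 had 2, 3 and 6 counts against 20, 42 and 31 (edgeR adjusted p 0.192), and DESeq2 called HSPA6, HSPA1A, HSPA1B and DNAJB1 lower. A list of 23 heat shock genes, drawn up after many of their values had been seen, had a median log2 fold change of -0.22 with 20 genes lower. Under limma on log2(FPKM + 1) the median of this list was weaker, at -0.12. A second list of 28 heat shock and chaperone genes, written before their values were looked at, did not fall: its median was -0.013, with 15 genes lower and a camera p of 0.906, and it was 0.073 without control replicate 3. The prediction of a wider fall thus failed, and with members going both ways the second list cannot decide whether a narrower set of inducible genes fell. After removal of each library's length and GC trend the first list's median was -0.19, and over the fits that left out one library it was at most -0.16, which argues against both that trend and a single library as the cause. Without the 6 genes noticed first, the other 17 had a median of -0.14 and a camera p of 0.000134, though many of their values had also been seen when they were listed. Camera with the preset correlation gave p under 0.05 for the whole first list in 6 of the 10 splits, the real one included. In 1 split that mixed the groups its p was 4.2e-05. Mixed splits keep part of any difference between the groups, so they cannot show how often this test errs. The list's mean deviation was -0.20, -0.21 and -0.15 on the log2 scale in overexpression replicates 1 to 3. It was 0.17, 0.17 and 0.22 in control replicates 1 to 3. Small p-values of this list remain weak evidence, since many of its values had been seen when it was drawn up. Each gene of the first list was then summed with the genes elsewhere in the genome that share sequence with it, which made 22 sums of 77 genes. The median of the sums was -0.19, with 19 lower, a fry p of 0.00108, a camera p of 0.0109 with the correlation estimated from the data, and a median of at most -0.14 without one library. This argues against reads shared with these copies as the whole cause. The sum of HSPA1A, HSPA1B and HSPA1L changed by -0.79 with a standard error of 0.10 (edgeR adjusted p 0.0965). The wider sum of 33 HSPA family genes and pseudogenes changed by only -0.077 with a standard error of 0.082 (edgeR adjusted p 0.852). Without HSPA5 and HSPA9 the family sum changed by -0.15 (edgeR adjusted p 0.797). The family held 4809 CPM with overexpression against 50.2 CPM for HSPA1A, so its sum cannot decide for single members. Sharing with genes under the limit on shared sequence was not tested otherwise. 1 of the 10 splits gave a median as far from 0 for the first list. A weaker heat shock response with the overexpression plasmid is consistent with the first list and is left undecided by the second, and a difference in transfection stress or in handling between the groups may be an alternative, which was not tested.

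The invasion list's median was -0.23 after removal of the length and GC trend and at most -0.12 without one library, which argues against either as the whole cause of its fall. As 2 of the 10 splits gave a median as far from 0, chance cannot be told apart from an effect of the circle. The length part of the trend was large in 2 libraries: across genes, the Spearman correlation of expression, relative to the mean of the libraries, with transcript length was -0.376 in overexpression replicate 1 and 0.288 in control replicate 1, and lay between -0.076 and 0.044 in the others. With GC content the correlation was 0.135, 0.182 and -0.011 in overexpression replicates 1 to 3 and -0.214, 0.025 and 0.027 in control replicates 1 to 3.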
